A study of Homo sapiens with 10 samples. Its data were reported in "Plasma contains ultrashort single-stranded DNA in addition to nucleosomal cell-free DNA" (2022).

How the data were processed

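Human plasma cfDNA extracted with SPRI beads was sequenced after nuclease digestion or altered library preparation. The labels gave each treatment only in the sample titles. The titles and the extraction entry of the labels name different extraction methods, and the titles were followed. The study took its functional element analysis from a single donor.

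Per the study's methods, the authors trimmed reads with fastp, aligned them with BWA-mem to the human genome combined with phage lambda, and removed duplicates with the help of unique molecular identifiers. They split the alignments by fragment size into uscfDNA and mncfDNA, called peaks per library with MACS2 and annotated them with HOMER. The peak-calling threshold is not stated in the methods, and neither is a control library for the calling. The deposited tables hold the counts of peaks assigned to each annotation class, which are whole numbers and were not normalized. They hold 2 blocks for the same peaks, a basic block of up to 13 classes and a detailed block of up to 32 classes that sets repeats and CpG islands apart. A second column gives the base pairs of the reference in each class. The deposited log2 values are the authors' ratio of observed to expected peaks, with the expected number taken from the class's share of those base pairs. Recomputed, 100% of the log2 values of classes with peaks lay within 0.01 of the observed over expected ratio. Among classes with 0 peaks, 95.7% followed 1 divided by the expected number plus 1. In 2 of the tables, those with the fewest peaks, the base pairs cover only part of the genome, so their expected shares differ from those of the other tables.

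Of the 20 tables, 18 were used, a uscfDNA and an mncfDNA table for each of 9 libraries. The other 2 tables matched no sample label and were not used. They may be no-template controls, so background peaks were not assessed here, which bears most on the lists of 8 and 31 mncfDNA peaks. The 2 samples without heat shock share 1 pair of tables, and which sample these describe is not known. The tables name annotation classes and no genes or positions. The classes compared were promoter, exon, intron and intergenic, and the shares of 3′ UTR, 5′ UTR and TTS are given for the control. Of the detailed block, the 3 classes with the largest share in each fraction of the control and the 3 with the largest absolute difference there, among classes with at least 10 peaks, were named. These rules, the tests and the alternatives were fixed before the data were examined, apart from those described as chosen later.

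Shares are percent of annotated peaks, with exact Clopper-Pearson 95% intervals, and peak numbers have exact Poisson 95% intervals. Where a count was 0, the limit given is 3 peaks of the total. Intervals and limits cover counting error only, and peaks that lie close together are not independent, which is why counts divided by 10 were also tested. The depth behind a share is its number of peaks, from 8 to 51042. Read depth was not analysed here.

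Fractions within a library, and treated libraries against the heat-shocked control, were compared by two-sided Fisher's exact tests, shares against the genome by two-sided exact binomial tests, differences over the 9 libraries by an exact two-sided sign-flip permutation test, and pools by an exact two-sided permutation test. Benjamini-Hochberg adjustment was applied within each family, with a threshold of 0.05. A p value under 1e-300 was set to 1e-300. A treatment's odds ratio in uscfDNA was compared with that in mncfDNA by Zelen's exact test, with 0.5 added to each count for the ratio alone. No group had 3 samples, so no count over other splits of the samples was made, and no group was large enough for an outlier test.

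Alternatives were the detailed block total, peaks outside the intergenic class, a denominator or expected share without intergenic peaks, counts divided by 10, promoters with 5′ UTR, exons with UTRs, a chi-square test with continuity correction, Bonferroni adjustment, log2 scales with 0.5 added, leaving out each library, at least 100 or 1000 peaks in both fractions, no dsDNA library, nick repair or the summed control pool as control, summed pools, P1 added to the dsDNA pool, no satellites, and the nick repair library for the detailed classes. Shares outside repeats and CpG islands, and the difference over libraries without intergenic peaks, were chosen after seeing the data.

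The tests were tested on simulated data. For the control's fractions, over 4 classes and 200 simulations, Fisher's exact test gave p under 0.05 in 5.25% of tests with equal shares and in 100% with the observed shares. The sign-flip test gave 6.50% without a difference and 100% with a difference of 3 SD. All observed mean differences were smaller than this relative to their SD, so the power at their size was not simulated. For the dsDNase and control list lengths, the exact test of odds ratios gave 2.50% with equal and 100% with 4-fold different odds ratios. The binomial test of control uscfDNA, over 4 classes, gave 3.75%. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.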

Results

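Plasma cell-free DNA (cfDNA) extracted with magnetic beads (solid-phase reversible immobilization, SPRI) was digested with nucleases, or prepared with altered library steps, before sequencing. The question was how ultrashort cfDNA (uscfDNA) and mononucleosomal cfDNA (mncfDNA) differ in the functional elements they cover. The labels named 10 samples in 9 groups. The heat-shocked library served as the control, because denaturation by heat lets a single-stranded library kit capture both strands of double-stranded cfDNA. The treated groups were nick repair, no heat shock, dsDNase (which digests double-stranded DNA), DNase1 (which digests both forms), S1 and P1 nucleases and Exo1 (which digest single strands), and a library kit for double-stranded DNA only. Each group held 1 sample, apart from no heat shock, which held 2 samples but 1 pair of peak lists. No group had replicates, so every error given for 1 library is a counting error, and a test between lists compares those libraries, not the conditions.

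For each library, called peaks were counted by annotation class, once for the uscfDNA reads and once for the mncfDNA reads. The control had 51042 uscfDNA peaks (exact Poisson 95% interval 50600.1 to 51486.8) and 5925 mncfDNA peaks (5775 to 6078), a ratio of 8.61. Nick repair had 41801 and 3922 peaks. Without heat shock, 18954 uscfDNA peaks (18685 to 19226) but 31 mncfDNA peaks (21.1 to 44.0) were called. DNase1 left 5651 uscfDNA and 8 mncfDNA peaks (3.45 to 15.8), and dsDNase left 5788 and 1489. After S1 there were 2811 uscfDNA and 4091 mncfDNA peaks, and after P1 there were 2587 and 5152. Exo1 gave 6937 and 6006 peaks, and the dsDNA library gave 4326 and 3874. More uscfDNA than mncfDNA peaks were called in 7 of the 9 libraries, S1 and P1 being the exceptions. Peak number also depends on read depth, which the peak tables do not give, so these numbers were not tested. Counting only peaks outside the intergenic class moved the control's ratio most, to 91.5, and gave more uscfDNA than mncfDNA peaks in 9 of 9 libraries.

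**Figure D1:**
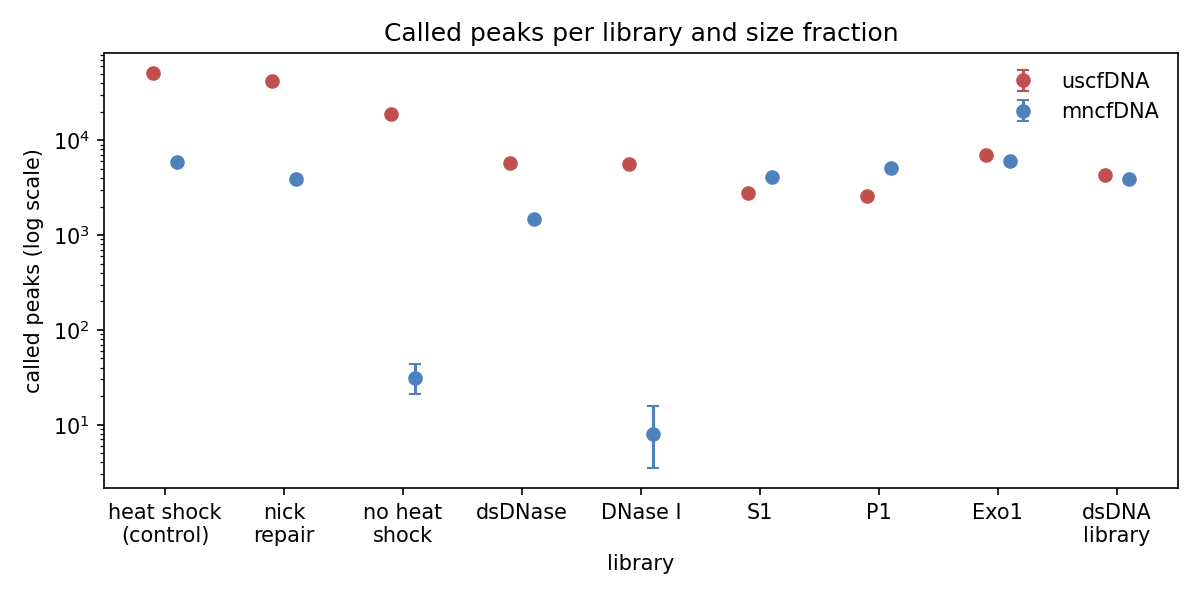
Number of called peaks (y axis, log scale) in each library (x axis), for uscfDNA (red) and mncfDNA (blue), with exact Poisson 95% intervals, which are narrower than most points. The 31 mncfDNA peaks without heat shock and the 8 after DNase1 sit far below the 5925 of the control.

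The first comparison asked whether the fractions of one library differed in their functional elements. In the control, promoters held 4.90% of uscfDNA peaks (exact Clopper-Pearson 95% interval 4.71 to 5.09) and 0.608% of mncfDNA peaks (0.426 to 0.840), with a Fisher's exact adjusted p of 5.41e-76. Exons held 1.17% (1.08 to 1.27) and 0.186% (0.0927 to 0.332), with an adjusted p of 1.74e-16. Introns held 38.9% (38.5 to 39.3) and 2.97% (2.55 to 3.44). Intergenic sequence held 52.5% (52.1 to 52.9) of uscfDNA and 95.5% (94.97 to 96.0) of mncfDNA peaks. For introns and intergenic sequence p lay at 1e-300, the smallest value written. The 3′ UTR, 5′ UTR and transcription termination site (TTS) classes were small: in the control they held 0.737%, 0.261% and 1.26% of uscfDNA peaks and 0.0338%, 0% and 0.321% of mncfDNA peaks. The 0 peaks in the 5′ UTR class allow a share of up to 0.0506%.

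Over the 9 libraries and 4 classes, 24 of the 36 two-sided Fisher's exact tests had an adjusted p under 0.05. The promoter share was higher in uscfDNA in 5 of these tests, the exon share in 3 and the intron share in 8, and the intergenic share was lower in 8. None of the called differences ran the other way. DNase1 gave no call in any class, with 8 mncfDNA peaks, where 0 peaks allow a share of up to 37.5%. In dsDNase the fractions came close to each other, with promoter shares of 1.76% and 2.08% (Fisher's exact adjusted p = 0.481) and intergenic shares of 81.1% and 85.9% (adjusted p = 2.47e-05). In P1 the promoter shares were 1.01% and 0.776% (Fisher's exact adjusted p = 0.383). The choice that moved these results most was the denominator: with intergenic peaks left out, the promoter share was called higher in uscfDNA in 0 libraries and lower in 3, and the exon share was called higher in 0 and lower in 5.

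**Figure D2:**
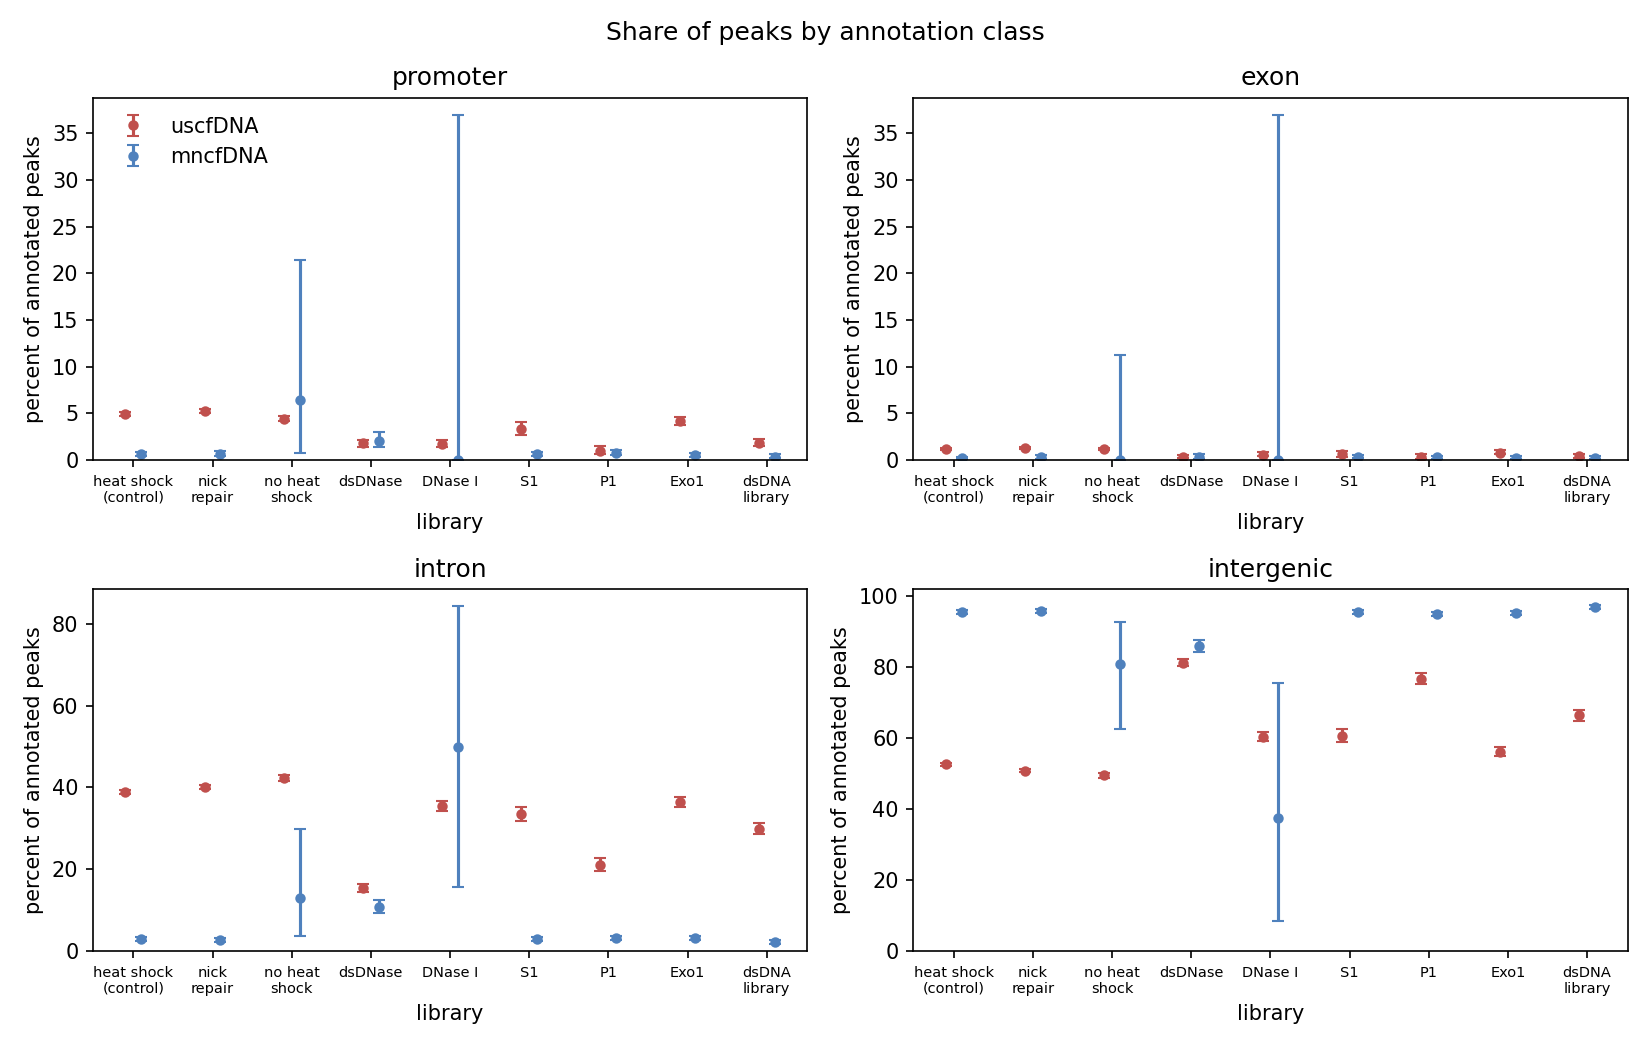
Percent of annotated peaks (y axes) in promoters, exons, introns and intergenic sequence for each library (x axes), for uscfDNA (red) and mncfDNA (blue), with exact Clopper-Pearson 95% intervals. The intergenic share of uscfDNA ranges from 49.5% without heat shock to 81.1% after dsDNase, and the wide mncfDNA intervals belong to the lists of 31 and 8 peaks.

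Taking each library as a pair, the mean difference between uscfDNA and mncfDNA was tested with an exact two-sided sign-flip permutation test, whose smallest possible p is 0.00391. The libraries were different treatments, so the SD covers treatment effects as well as noise. The intron share was higher in uscfDNA by 22.5 ± 17.2 percentage points (SD, n = 9; permutation adjusted p = 0.0208), in 8 of 9 libraries. The intergenic difference was −24.8 ± 21.9 points (SD, n = 9; permutation adjusted p = 0.0208), lower in 8 of 9. The exception for both was DNase1. The exon share was higher by 0.539 ± 0.427 points (SD, n = 9; permutation adjusted p = 0.0156), in 9 of 9 libraries. DNase1 and no heat shock had 0 exon peaks among 8 and 31 mncfDNA peaks, which fixed the sign there. In the 7 libraries with at least 100 peaks in both fractions the exon difference was 0.446 points (permutation adjusted p = 0.0208). On the log2 odds scale the exon difference had an adjusted permutation p of 0.371. There the 0.5 added to the 0 counts turned the sign in DNase1 and no heat shock. Over the alternatives of the exon difference the adjusted p ranged from 0.0104 to 0.625. The highest belonged to a reversed difference of −0.356 points outside repeats and CpG islands. Without intergenic peaks in the denominator the exon difference was −2.14 points. The promoter share was higher by 1.82 ± 2.24 points (SD, n = 9; permutation adjusted p = 0.0586), in 7 of 9 libraries, which did not pass the threshold. Without the library that had no heat shock, the promoter difference was 2.30 points with an adjusted permutation p of 0.0312. With intergenic peaks left out of the denominator it changed direction, to −6.18 points (adjusted permutation p = 0.0293). Over the alternatives of the promoter difference the adjusted p ranged from 0.0156 to 0.625.

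Both fractions were then set against the composition of the annotated genome. The deposited log2 ratios of observed over expected peaks in control uscfDNA were 2.07 for promoters, −0.04 for exons, −0.07 for introns and −0.06 for intergenic sequence. In the two-sided exact binomial test the exon ratio did not differ from the genome (adjusted p = 0.583), while introns (1.60e-17) and intergenic sequence (3.04e-20) lay slightly below it. Control mncfDNA had log2 ratios of −0.94 for promoters (exact binomial adjusted p = 2.45e-05), −2.70 for exons (3.40e-18), −3.78 for introns and 0.81 for intergenic sequence. For control uscfDNA promoters and control mncfDNA introns and intergenic sequence p lay at 1e-300. Among the 9 uscfDNA lists, promoters were called above the genome in 8, and introns below it in 8 and above it in 1. Exons were called below it in 6 and above it in 0, and intergenic sequence above it in 6 and below it in 3. Among the 9 mncfDNA lists, introns were called below the genome in 8, intergenic sequence above it in 8, and promoters below it in 6 and above it in 1. Most affected by an alternative was the mncfDNA promoter count: with the expected share taken over classes without intergenic sequence, the number below the genome fell to 0.

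Each treated library was compared with the heat-shocked control within a size fraction. Of 64 Fisher's exact tests, 40 had an adjusted p under 0.05, 30 of 32 in uscfDNA and 10 of 32 in mncfDNA. In uscfDNA the promoter share was called lower than the control in 7 libraries and higher in 1, the intron share lower in 6 and higher in 2, and the intergenic share higher in 6 and lower in 2. All 8 libraries shared 1 control, and 8 simulated unchanged lists shared a direction in the promoter class in 5.43 of 8 cases on average, with a highest value of 8 over 100 simulations. The same simulations gave a mean of 0 calls in that class. Dividing every peak count by 10, to stand for clustered peaks, lowered the calls in uscfDNA to 12 and in mncfDNA to 2.

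dsDNase gave the largest differences from the control in the uscfDNA lists for introns and intergenic sequence. Its intron share was 15.5% (95% interval 14.6 to 16.4), a difference of −23.4 points, and its intergenic share was 81.1% (80.1 to 82.1), a difference of 28.6 points. Its promoter share differed from the control by −3.14 points (Fisher's exact adjusted p = 8.42e-33). In mncfDNA dsDNase moved these classes the other way: promoters by 1.47 points (Fisher's exact adjusted p = 3.86e-06), introns by 7.78 points (1.84e-30) and intergenic sequence by −9.63 points (3.76e-34). Outside repeats and CpG islands, a setting chosen after seeing the data, the mncfDNA intergenic difference changed direction to 3.89 points and was not called. P1 came closest to dsDNase in uscfDNA, with differences of −17.9 points for introns (Fisher's exact adjusted p = 2.79e-79) and 24.2 points for intergenic sequence (2.58e-134). The intergenic share of uscfDNA also rose in the dsDNA library by 13.8 points (1.75e-68), in S1 by 8.10 points (2.05e-16), in DNase1 by 7.86 points (9.06e-29) and in Exo1 by 3.63 points (4.21e-08). It differed by −3.03 points without heat shock (3.94e-12) and by −1.75 points after nick repair (3.40e-07).

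In mncfDNA, no class of nick repair, S1, P1 or Exo1 was called different from the control. At an unadjusted p under 0.05 these 4 libraries also gave 0 differences. The dsDNA library had an intergenic difference of 1.30 points (Fisher's exact adjusted p = 0.00251) and an intron difference of −0.802 points (0.0276). Without heat shock, 2 of 31 mncfDNA peaks lay in promoters, a difference of 5.84 points (Fisher's exact adjusted p = 0.0269). After DNase1, 4 of 8 lay in introns (Fisher's exact adjusted p = 0.000124). These shares have intervals of 0.791 to 21.4% and 15.7 to 84.3%.

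The study pooled dsDNase and no heat shock as enriched for single-stranded DNA (ssDNA), and S1, Exo1 and the dsDNA library as enriched for double-stranded DNA. The exact permutation test of 2 against 3 libraries has 10 splits and cannot give a p under 0.1. In mncfDNA the promoter share was 4.27 ± 3.09% (SD, n = 2) in the ssDNA pool and 0.496 ± 0.126% (SD, n = 3) in the dsDNA pool, and the intron share was 11.8 ± 1.53% and 2.78 ± 0.536%. The intergenic share was 83.3 ± 3.71% and 95.8 ± 0.872%. Each of these 3 differences had a permutation p of 0.1, the smallest possible. The mncfDNA exon share was 0.134 ± 0.190% in the ssDNA pool and 0.246 ± 0.0848% in the dsDNA pool (exact permutation p = 0.5). In uscfDNA the pools overlapped. The promoter share was 3.10 ± 1.89% and 3.10 ± 1.18%, the exon share 0.753 ± 0.576% and 0.589 ± 0.212%, the intron share 28.9 ± 18.9% and 33.3 ± 3.25%, and the intergenic share 65.3 ± 22.4% and 61.0 ± 5.09%, with exact permutation p values from 0.7 to 1. In the control pool of heat shock and nick repair, the uscfDNA promoter share was 5.08 ± 0.252% and the mncfDNA promoter share 0.610 ± 0.00307% (SD, n = 2). The log2 scale changed the sign of the smallest pool difference, that of uscfDNA promoters, from 0.00425 points to −0.061. The pool means weight each library equally, and the ssDNA libraries lay far apart. The uscfDNA intron share was 15.5% in dsDNase and 42.2% without heat shock, against 30.0 to 36.5% in the dsDNA pool. With the peaks of each pool summed, the uscfDNA intron and intergenic differences and the mncfDNA exon difference changed sign.

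The detailed annotation assigned the same peaks to repeat classes. In the control, satellite repeats held 85.6% (84.7 to 86.5) of mncfDNA peaks and 5.26% (5.07 to 5.46) of uscfDNA peaks, a difference of −80.3 points. Simple repeats held 33.2% (32.8 to 33.6) of uscfDNA and 3.27% (2.84 to 3.76) of mncfDNA peaks, and low-complexity sequence held 13.5% and 0.0506%. Fisher's exact p lay at 1e-300 for all 3 classes. The next largest class of uscfDNA was intron outside repeats, with 13.4%, and the next largest of mncfDNA was intergenic sequence outside repeats, with 4.54%. Of 21 classes tested, 15 were called higher and 2 lower in uscfDNA. Leaving satellites out changed this most, to 3 higher and 5 lower. The satellite share was lower in uscfDNA in 8 of 9 libraries, DNase1 being the exception, and the simple repeat and low-complexity shares were higher in 9 of 9. Some of these signs rest on 0 peaks in mncfDNA. DNase1 had 0 satellite and 0 low-complexity peaks among 8, and no heat shock had 0 low-complexity peaks among 31, lists too short to give a direction. Nick repair and the dsDNA library also had 0 low-complexity peaks, among 3922 and 3874.

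**Figure D3:**
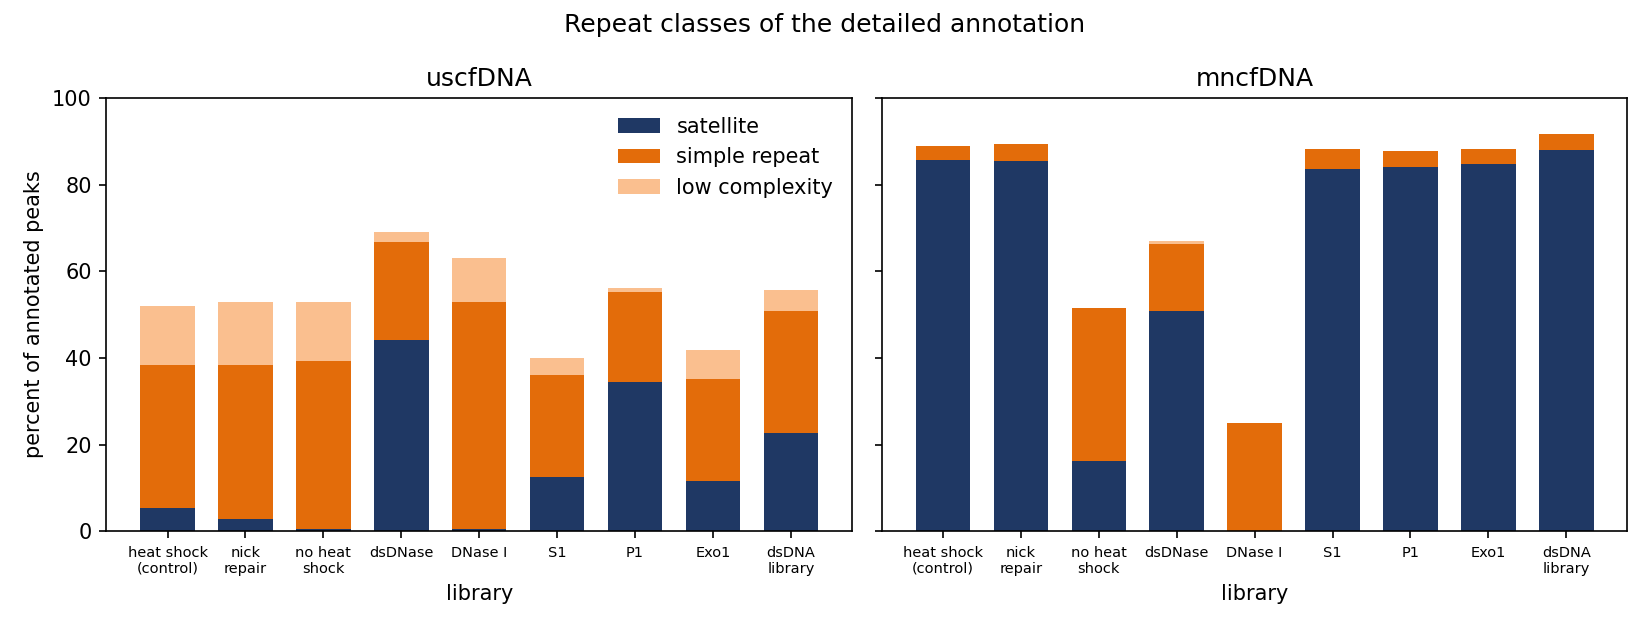
Percent of annotated peaks (y axis) in satellites, simple repeats and low-complexity sequence, stacked, for each library (x axes) in uscfDNA (left) and mncfDNA (right). Satellites make up 85.6% of control mncfDNA peaks and 5.26% of control uscfDNA peaks, and they reach 44.2% of uscfDNA peaks after dsDNase.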

Values the study reported

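The study named reads of 25 to 100 bp uscfDNA and reads of 101 to 250 bp mncfDNA.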

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

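All tests of explanations in this part were chosen after the results were seen, and so was the test that compared a treatment's effect between the fractions.

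For each treated library and class, the odds ratio against the control in uscfDNA was divided by that in mncfDNA, and Zelen's exact test asked whether the pair differed. Of 32 tests, 16 had an adjusted p under 0.05, and in 14 of these the differences from the control had opposite signs in the fractions. In only 6 of the 14 did both fractions differ from the control by their own adjusted tests, namely introns and intergenic sequence in DNase1, promoters, introns and intergenic sequence in dsDNase, and promoters without heat shock. The test compares peak lists of single libraries.

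dsDNase differed in all 4 classes. The log2 ratio of odds ratios was −3.32 for promoters (exact adjusted p = 1.28e-14), −2.38 for exons (0.0438), −3.77 for introns (1.74e-88) and 3.77 for intergenic sequence (1.39e-115). In mncfDNA the number of satellite peaks was 757, against 5072 in the control. Outside repeats and CpG islands the intergenic share of mncfDNA differed from the control by 3.89 points (Fisher's exact adjusted p = 0.498), so the fall seen over all peaks was absent there. Loss of satellite peaks is therefore a candidate explanation for the mncfDNA side. Repeats were not the whole cause on the uscfDNA side, where the intergenic share outside repeats still rose by 26.7 points (Fisher's exact adjusted p = 1.77e-80). The number of satellite peaks in uscfDNA was 2557, close to the control's 2685. Whether fragments cut from mncfDNA entered the short window may also matter, and reads of the control and the digest at the same positions were not analysed here.

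P1 also differed in all 4 classes, with log2 ratios of −2.67 for promoters (exact adjusted p = 1.63e-09), −2.39 for exons (0.00504), −1.39 for introns (2.24e-14) and 1.78 for intergenic sequence (7.54e-33). S1 differed in exons, −1.79 (0.0218), and in intergenic sequence, 0.52 (0.00273). Exo1 differed in intergenic sequence, 0.31 (0.0438). In these single-strand nucleases the mncfDNA shares stayed near the control, and the uscfDNA shares moved. A technical reading is that a shorter list may hold a higher intergenic share. Over the 9 libraries, the uscfDNA intergenic share was related to the number of uscfDNA peaks with a Spearman rho of −0.75 (exact permutation p = 0.0255, adjusted 0.0510) and, on log10 peak number, a Pearson r of −0.694 (p = 0.0191, adjusted 0.0510). Without the control and nick repair, the 2 libraries farthest from the median peak number, r was −0.598 (exact permutation p = 0.131), so the relation rests in part on these. List length was not the whole cause, because lists of like length differed. P1, with 2587 peaks, was 76.7% intergenic and S1, with 2811, was 60.6%, a gap of 16.1 points. dsDNase, with 5788, was 81.1% intergenic and DNase1, with 5651, was 60.4%, a gap of 20.8 points. With counts divided by 10, Fisher's exact p was 7.04e-05 and 9.69e-15. These gaps are between single libraries, so they do not show a treatment effect. Every treated uscfDNA list was also shorter than the control's, and read depth was not analysed here, so list length as part of the cause and an effect of the nuclease on single-stranded uscfDNA cannot be told apart.

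DNase1 differed in introns, −5.23 (exact adjusted p = 0.000121), and in intergenic sequence, 5.53 (9.61e-06). The library without heat shock differed in promoters, −3.92 (0.0334), introns, −2.21 (0.0438), and intergenic sequence, 2.267 (0.0122). These rest on mncfDNA lists of 8 and 31 peaks. In the list of 31, 5 peaks were satellites. Missing satellite peaks may explain the lower intergenic share without heat shock, but only 14 of the peaks lay outside repeats and CpG islands. There the intergenic share did not differ detectably from the control (Fisher's exact p = 0.266), and the small number of peaks leaves this open. After DNase1, 0 of the 8 mncfDNA peaks lay outside repeats and CpG islands, so the same test could not be made. Skipping heat shock removes no DNA, and the study states that the single-stranded kit needs heat to capture double-stranded DNA efficiently. Poor capture of mncfDNA in that library is therefore part of the design. Whether it changed the shares there, or digestion of mncfDNA changed those after DNase1, was not tested here.

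The ribosomal RNA (rRNA) class of the basic block was used in no comparison of the report, and the rRNA class of the detailed block was tested only between the control's fractions. The basic block's rRNA share of uscfDNA peaks was higher than the 0.0118% of the control after DNase1 with 0.23005% (Fisher's exact adjusted p = 1.35e-07), after dsDNase with 0.104% (0.0280) and after Exo1 with 0.0865% (0.0445), out of 94 tests. The numbers behind these shares were 13, 6 and 6 peaks, against 6 in the control. The detailed block of the same peaks put 18, 17 and 11 peaks in rRNA, against 13 in the control (exact binomial p = 0.473, 0.585 and 0.839). In the basic block the excess of 13 over 6 was not beyond counting error (exact binomial p = 0.167), so a shorter list with as many rRNA peaks may explain the higher shares. So few peaks leave this open, and no biological explanation was tested.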

How the results depend on the processing

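Shares outside repeats and CpG islands, and the difference over libraries without intergenic peaks, were chosen after the results were seen, and the other alternatives were planned. Where no cause is given, the cause was not tested. The tables carry no shared replicate numbers, so no paired replicate fit applies.

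The intron and intergenic differences over the 9 libraries kept their direction and their side of the threshold under every alternative run for them, with differences in points from 16.6 to 27.1 and from −18.3 to −30.8, and adjusted permutation p values from 0.0104 to 0.0417. Within libraries, the chi-square test and Bonferroni adjustment changed no call.

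Leaving intergenic peaks out of the denominator reversed the promoter difference between fractions in Exo1 (−1.37 points), P1 (−10.8), S1 (−4.90), the dsDNA library (−5.96), the control (−3.27) and nick repair (−3.78), and the exon difference in the same libraries (−2.74, −3.96, −5.91, −4.59, −1.68 and −4.04). Exons in dsDNase (−0.0733) and introns in DNase1 (9.64) also changed sign, but were called in neither setting. Promoters were then called higher in uscfDNA in 0 libraries and lower in 3, and exons higher in 0 and lower in 5. The cause is in the construction, since mncfDNA has few peaks outside the intergenic class. Over the libraries the promoter difference became −6.18 points and the exon difference −2.14. The control's ratio of uscfDNA to mncfDNA peaks moved to 91.5, and uscfDNA had more peaks in 9 of 9 libraries, S1 and P1 included. Against the control library, the uscfDNA intron difference reversed in DNase1 (7.75), Exo1 (1.24), P1 (8.32), S1 (3.02), the dsDNA library (6.998), dsDNase (0.160) and nick repair (−0.593), and the mncfDNA intron difference in the dsDNA library (1.88). Calls fell to 11 in uscfDNA and 0 in mncfDNA, with the intergenic tests absent from this setting. The main calls to set against these were 8 for promoters, 6 for exons and 8 for introns in uscfDNA. In mncfDNA they were 2, 0 and 4. Against the genome, control mncfDNA reversed to log2 ratios of 2.32 for promoters and 0.61 for exons, and 0 of the mncfDNA lists had promoters below the genome.

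Outside repeats and CpG islands, the exon difference between fractions reversed in Exo1 (−0.855 points), P1 (−2.24) and S1 (−2.75). It also reversed in the dsDNA library, with 1.19% in uscfDNA and 3.10% in mncfDNA. The promoter difference reversed in P1 (−6.00) and the dsDNA library (−0.308), and the intergenic difference in P1 (3.22). Promoters were called higher in uscfDNA in 3 libraries and lower in 1, and exons higher in 0 and lower in 2. Over the libraries the exon difference was −0.356 points. Against the control, the called differences that reversed in uscfDNA were DNase1 exons (1.15) and nick repair introns (−0.560). In mncfDNA they were introns (−0.142) and intergenic sequence (3.89) in dsDNase, and introns (−15.0) and intergenic sequence (18.4) without heat shock. Some mncfDNA differences called in neither setting also changed sign. These were S1 promoters (−0.657), introns (−2.33) and intergenic sequence (3.13), dsDNase exons (−1.35) and dsDNA library exons (0.636). The number of mncfDNA calls fell to 0. Against the genome, the control's log2 ratios became 0.59 for uscfDNA exons, 1.78 for mncfDNA promoters and 0.065 for mncfDNA exons, and 0 mncfDNA lists had promoters below it. DNase1 mncfDNA had no peaks left and gave no value.

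Counts divided by 10 left 1 exon call between fractions, 12 treatment calls in uscfDNA and 2 in mncfDNA, uscfDNA promoters above the genome in 5 libraries and mncfDNA promoters below it in 0, and 1 detailed class lower in uscfDNA. The mncfDNA intron differences of DNase1 and no heat shock became −3.04 points and the promoter difference without heat shock −0.676, since 8 and 31 peaks round to lists too short to hold these classes. Bonferroni adjustment left 5 mncfDNA treatment calls. Exons with UTRs were called higher in uscfDNA in 5 libraries.

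Over the libraries, the promoter difference passed the threshold as a log2 ratio to expected (1.68), and with at least 100 or at least 1000 peaks in both fractions (2.38 points for both, the same libraries). It ranged from 1.46 to 2.30 points when each library was left out in turn, and passed only without the library that had no heat shock. The exon difference on the log2 odds scale (0.56) no longer passed.

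On the log2 scale the ssDNA minus dsDNA pool difference became −0.061 for uscfDNA promoters and 0.88 for mncfDNA exons, both with the other sign than in percent. Summing the peaks of each pool changed the sign for uscfDNA introns, uscfDNA intergenic sequence and mncfDNA exons. Outside satellites, 3 detailed classes were higher and 5 lower in uscfDNA, and the intergenic class reversed to −19.7 points.

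Among single values the remaining changes were 74 that no longer passed their threshold, 3 that newly passed it and 18 peak numbers that fell without intergenic peaks. Differences that changed sign but were called in neither setting were not counted as changes. The lists of 8 and 31 peaks limit every mncfDNA statement on DNase1 and no heat shock.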

Other observations

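All tests in this part were chosen after the results were seen.

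Satellite repeats may be the source of most intergenic mncfDNA peaks in the control and 5 other libraries. Satellites are set apart in the detailed block, where they can replace intron or intergenic peaks. Even if every intron peak of control mncfDNA were a satellite, 86.5% of its 5660 intergenic peaks would be satellites. The same lower bound was 84.5 to 88.6% in nick repair, S1, P1, Exo1 and the dsDNA library, and 46.7% in dsDNase. Without heat shock it was 4%, with 5 satellite peaks against 25 intergenic peaks, and after DNase1 0 of the 8 mncfDNA peaks were satellites, so satellites were not the main source in these 2 short lists. Repeats were not the whole cause of the difference between the fractions. Outside repeats and CpG islands the mean intergenic difference was −18.3 ± 15.5 points (SD, n = 8; exact sign-flip permutation adjusted p = 0.0312), lower in 7 of 8 libraries and higher in P1. How much of the satellite signal comes from reads that map to several copies was not tested, and neither was a biological explanation.

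A promoter-specific enrichment of uscfDNA over mncfDNA was also examined. If promoters rose beyond introns, uscfDNA would have more promoter peaks per intron peak outside repeats. In the control the ratio was 0.365 in uscfDNA and 0.364 in mncfDNA (Fisher's exact p = 1). Leaving out repeats removes intron peaks and almost no promoter peaks: control uscfDNA had 2501 promoter and 19848 intron peaks before and 2499 and 6846 after. Over all peaks the control's ratio was 0.126 in uscfDNA and 0.205 in mncfDNA (Fisher's exact adjusted p = 0.0202). Over the 7 libraries with at least 100 peaks in both fractions, the log2 of the uscfDNA ratio over the mncfDNA ratio was −0.64 ± 0.72 (SD, n = 7; exact sign-flip permutation p = 0.0312), lower in 6 of 7 libraries. P1 had the lowest value, −2.04, and was the only library past the threshold by its own test. Without P1 the mean was −0.40 (n = 6; exact permutation p = 0.0625), so its size depends on P1. The exact permutation p was also 0.0625 without Exo1, S1, the dsDNA library, dsDNase or nick repair, with means from −0.59 to −0.73. Without the control the mean was −0.75 (exact permutation p = 0.0312). Over all peaks the mean was −1.08 ± 0.62 (SD, n = 7; exact sign-flip permutation p = 0.0156), lower in 7 of 7 libraries. These values argue against a rise of promoters beyond that of introns relative to mncfDNA. The ratio shows unequal change and not which class changed.

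The study described uscfDNA as raised over the genome in promoters, exons and introns. It drew on other extraction methods too, and reported only a small rise of exons and introns, within narrower fragment sizes. The lists here are from SPRI alone and span the whole uscfDNA size window, so the comparison is not like for like. In control uscfDNA here the deposited log2 ratio was 2.07 for promoters, but −0.04 for exons and −0.07 for introns. Over the 9 uscfDNA lists, exon ratios ran from −1.96 to 0.08, called above the genome in 0 lists and below it in 6. Intron ratios ran from −1.40 to 0.05, called above it in 1 list and below it in 8. The 1 list above it was no heat shock, which the study used to model uscfDNA enrichment. Outside repeats and CpG islands the control's ratio was 0.59 for exons and −0.04 for introns.

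Simple repeats held 33.2% of control uscfDNA peaks and 3.27% of control mncfDNA peaks, and low-complexity sequence held 13.5% and 0.0506%. In the 3 libraries of the dsDNA pool the simple repeat share was still higher in uscfDNA, by 18.7 to 24.5 points, against 29.9 in the control. The difference was 17.1 points in P1, 27.3 in DNase1 and 31.6 in nick repair. It was only 7.17 points in dsDNase and 3.33 without heat shock, where simple repeats held 15.4% and 35.5% of mncfDNA peaks. Satellite peaks filling the mncfDNA lists were not the whole cause in the control, where the difference outside satellites was 12.3 points (Fisher's exact adjusted p = 1.28e-13). Outside satellites it was 8.51 points in P1 (Fisher's exact adjusted p = 2.25e-05), 9.09 in dsDNase (1.37e-05) and 9.23 in nick repair (1.37e-05). It was not called in the short lists of DNase1 (27.6 points, 0.207) and no heat shock (−3.30 points, 0.841). In the dsDNA pool it was −2.09 points in S1 (Fisher's exact adjusted p = 0.318), 4.05 in Exo1 (0.0174) and 5.88 in the dsDNA library (0.0197), so this pool was mixed. Short fragment length, strandedness and the satellite share cannot be told apart in that pool, and the uniqueness of the alignments was not analysed here.

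After DNase1, 16.2% (95% interval 15.3 to 17.2) of uscfDNA peaks lay in long interspersed (LINE) repeats, against 5.22% in the control (Fisher's exact p = 9.43e-172), and 4 of the 8 mncfDNA peaks were LINE peaks. LINE repeats were singled out after their values were seen. A short list alone is an unlikely cause, since the 5 other uscfDNA lists with under 2 times as many peaks, from 2587 to 6937, had LINE shares of 1.54 to 3.49%. The list nearest in length, dsDNase with 5788 peaks, had the lowest of these, and the highest share among the longer lists was 5.38%. The LINE share after DNase1 was still below the genome's 20.5%, with a deposited log2 ratio of −0.339 against −1.975 in the control. LINE repeats were thus less depleted, and not enriched over the genome. Short interspersed (SINE) repeats also held a higher share of uscfDNA peaks after DNase1, 5.86% against 0.844% in the control. Long terminal (LTR) repeats held a lower one, 1.49% against 3.40%. DNA left or introduced by the digestion, and sequence that resists DNase1, remain open and were not tested.

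The satellite share of uscfDNA peaks was 44.2% after dsDNase, 34.4% after P1, 22.7% in the dsDNA library, 12.6% after S1, 11.5% after Exo1, 5.26% in the control, 2.85% after nick repair, 0.566% after DNase1 and 0.506% without heat shock. Short fragments of double-stranded satellite DNA may contribute where single strands were removed. dsDNase, which digests double strands, had the highest share. For dsDNase the study proposes that cut mncfDNA fell into the short size range, so its share does not argue against such fragments. The number of satellite peaks in uscfDNA did not rise there, with 2557 after dsDNase and 2685 in the control. The share was not clearly related to the number of uscfDNA peaks over the 9 libraries (Spearman rho −0.567, exact permutation p = 0.121, adjusted 0.121; Pearson r −0.566, p = 0.0847, adjusted 0.113). Without the control and nick repair r was −0.484 (exact permutation p = 0.249). Peak number was not the whole cause, because lists of like length differed. The gap was 21.8 points between P1 and S1, and 43.6 points between dsDNase and DNase1, with Fisher's exact p of 1.65e-09 and 2.66e-86 on counts divided by 10. Peak number as part of the cause and treatment cannot be told apart here, because each treatment has 1 library.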
